A study of Mus musculus with 90 samples.

How the data were processed

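Poly(A)-selected RNA of dissected amygdala, frontal cortex and hypothalamus from male C57BL/6J mice was sequenced in 90 libraries that form 18 groups. Per the labels' protocols, the authors extracted total RNA with Trizol, treated it with DNase, prepared strand-specific mRNA libraries on a robot and sequenced single-end reads. The values deposited by the authors are counts, whole numbers of reads per gene and library, for 37991 mouse Ensembl gene identifiers. The labels and the count table do not state the aligner, the counting program, the genome build or the annotation, so no coordinates are given and no build was assumed. The last 5 rows of the table hold reads without a feature, ambiguous reads, reads of low quality, unaligned reads and reads not aligned uniquely, and these were left out of the gene counts. Each of the 90 value columns was matched to its sample by region, time, condition, replicate number and index pair, which left 0 columns unmatched. Gene symbols were taken by identifier from Gencode M21, which named 32919 of the identifiers. Identifiers without a symbol held at most 0.72% of the gene reads of a library.

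Library depth is given as the sum of counts over genes. It ranged from 38.6 to 58.86 M (median 49.01 M), and 20523 to 21743 genes had at least 1 read. Reads without a feature were 8.63% to 14.46% of the rows' total, ambiguous reads 0.63% to 0.76% and reads not aligned uniquely 9.79% to 11.5%. The reads carry no molecular identifiers, so reads of a library are not independent molecules. Genes far below 1 CPM rest on few reads per library, so their values carry counting error as well as spread between animals.

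Replicates are animals. Each region was fitted apart with edgeR 4.0.16 under R 4.3.3, with 1 coefficient for each of the 6 combinations of condition and time, so that the groups shared an estimate of the spread. Genes were kept by the filterByExpr function on the 6 groups, libraries were scaled by trimmed mean of M-values (TMM), a trended dispersion was estimated, and contrasts were tested with the quasi-likelihood F test. Genes with a Benjamini-Hochberg adjusted p below 0.05 are called. Per region the contrasts were intruder against control at each of 3 times, their average, the difference of the intruder effect between times, and the difference between times within controls. For each time the libraries of the 3 regions were also fitted together, to test whether the intruder effect differed between regions. Values of genes are CPM, as given by the cpm function of edgeR on TMM-scaled library sizes, and log2 fold changes are intruder minus control. Tests are two-sided.

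Gene lists (20 immediate-early genes, 16 glucocorticoid-responsive genes, neuropeptides with hormone receptors, nuclear oxidative phosphorylation genes, mitochondrially encoded protein genes and cytosolic ribosomal protein genes) were tested with camera of limma 3.58.1. The inter-gene correlation was set to 0.01 and the log CPM had a prior count of 2. Adjustment was over all 54 tests, 6 lists by 9 comparisons. Members were also counted after adjustment over the list alone. Kiss1, a listed neuropeptide, had no identifier in the table. Ribosomal and mitochondrial genes share sequence with pseudogenes, and reads that did not align uniquely were not assigned to genes, so the values of those genes are uncertain to that extent.

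The tests, the gene lists, 11 of the 15 tissue marker lists, the alternatives and the rule for naming genes were fixed before the data were examined. The rule names, in each comparison of intruder and control, up to 2 called genes higher and up to 2 lower with the smallest adjusted p, and in each other test up to 2 called genes. Members of the fixed lists may be named anywhere. Genes named outside the rule are marked as chosen after their values were seen.

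Marker scores are the mean log2 of CPM with a pseudocount of 1 over a list. The 11 earlier lists cover cortex, hypothalamus, amygdala, striatum, choroid plexus, pituitary, thalamus, oligodendrocyte, blood, female and male genes. Lists for endothelial cells, mural cells, olfactory bulb and cerebellum were added after results had been seen. Scores were compared between conditions with exact permutation tests over all groupings of the libraries, and p-values were adjusted over each family of 45 scores, 36 read shares or depths, and 18 endothelial and mural scores. With 5 against 5 libraries a single difference cannot pass 0.05 after such an adjustment.

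It was checked whether equal replicate numbers pair an intruder with a control animal. Correlations across genes between the deviations of 2 libraries with the same number ran from -0.5 to 0.56, and in no set of libraries did every pair exceed 0.1, so numbers were not treated as pairs. Animals were named by time, condition and replicate number, which gives 32 animals, 28 of them with libraries of all 3 regions. That an equal number in another region names the same animal was inferred, and the same animal is meant in that sense throughout. Deviations of 2 regions of the same animal had median correlations of 0.04 to 0.16 across genes. No pair of libraries in a group was a duplicate, since the smallest ratio of their difference to counting noise was 2.63.

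The description of each library gives its pair of index sequences, and the leading index has 12 sequences over the 90 libraries. This index is partly tied to the groups. In frontal cortex at 120 min all 6 controls carried an index that no intruder library of that comparison carried. In amygdala at 120 min all 5 controls and 1 intruder library shared an index. No sequencing date or run is given. The names of the deposited columns carry the tag ISO in all 30 min libraries and CERV in all 60 and 120 min libraries. The meaning of the tags is not stated. Differences between 30 min and the later times cannot be told apart from a difference between the tags.

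Alternatives were relative log expression (RLE) and upper-quartile scaling, no filter on low counts, a filter of more than 1 CPM in 5 libraries, DESeq2 1.42.0, limma voom with quality weights, robust empirical Bayes, the replicate number as a block (for tests between regions, the animal), the leading index as a block, 2 surrogate variables from sva 3.50.0, fits of only the 2 groups compared, fry, and camera with an estimated correlation. Each library was also left out in turn. A correction for GC content and transcript length and marker scores as covariates were added after the results had been seen. Each comparison was repeated on up to 100 other groupings of its libraries.

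The calls were tested on simulated data with 200 changed genes, drawn with the spread and depth of the real libraries. Each gene was drawn independently, without an index effect or variation shared across genes. The rates below may therefore not carry over to the real libraries. At a 1.5-fold change, edgeR recovered 62.5% of the changed genes in amygdala at 120 min (17168 genes run), 70.5% in hypothalamus at 120 min (17569 genes run) and 81% in frontal cortex at 120 min (16978 genes run). At a 2-fold change it recovered 79.5% in hypothalamus at 30 min (17565 genes run) and 90.5% in frontal cortex at 30 min (16997 genes run). The share of false calls by edgeR was 2.16% to 5.92%, and by DESeq2 5.26% to 13.19%. Splicing, alleles and behaviour were not analysed here.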

Results

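Transcript levels were measured in 3 brain regions of resident male mice after a social challenge. A resident was exposed for 5 min to a caged, unfamiliar BALB/c male, or, as a control, to the same cage holding a paper cup. Brains were taken 30, 60 or 120 min after the exposure. Each combination of region, time and condition had 5 libraries, except that hypothalamus at 30 min had 3 controls and frontal cortex at 120 min had 6 controls and 6 intruder-exposed animals. The term intruder library is used for a library of a resident exposed to the intruder.

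The reads assigned to genes ranged from 44.26 to 52.39 M reads per library in amygdala, from 38.6 to 58.86 M in frontal cortex and from 40.36 to 54.47 M in hypothalamus. The genes tested were 17277 in amygdala, 17091 in frontal cortex and 17676 in hypothalamus. The coefficient of variation between animals, from the median over genes of the trended dispersion, was 13.1% in amygdala, 10.2% in frontal cortex and 10.6% in hypothalamus. Mitochondrial genes took 6.08% to 10.63% of the gene reads. Xist stayed at or below 0.227 CPM in all 90 libraries and Ddx3y at or above 47 CPM, the pattern of males. The cortex marker score was 7.01 to 7.69 in frontal cortex and 3.26 to 6.19 in the other regions, and the hypothalamus score was 4.78 to 5.89 in hypothalamus and 0.19 to 2.07 elsewhere. The amygdala score, 3.29 to 4.29 in amygdala, overlapped the 2.44 to 4.25 of the other regions. Depth and the shares of unassigned reads were compared between conditions by exact permutation test. With 5 against 5 libraries a single difference could not stay below 0.05 after adjustment over the 36 tests, so the unadjusted values are given. The smallest p was in amygdala at 120 min, where ambiguous reads were 0.651% in intruder libraries and 0.692% in controls (p 0.0317) and reads without a feature 12.8% and 11.9% (p 0.0556). In each, all 5 intruder libraries lay on the same side of the control mean.

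The question put to each region was which genes respond to the intruder, and when. In amygdala at 30 min, edgeR called 0 genes, with 473 genes at an unadjusted p below 0.05, while DESeq2 called 0 and limma voom 1. At 60 min edgeR called 0 genes, with 1232 at an unadjusted p below 0.05, and DESeq2 and voom called 0. Without control 1 the count at 60 min was 7. At 120 min edgeR called 93 genes, 51 higher and 42 lower in intruder libraries, with 2617 at an unadjusted p below 0.05. The alternatives that moved this count most were DESeq2, which called 409 genes, and the library index as a block and the fit of the 2 groups alone, which each called 0. Of the 10 fits that left out a library, 8 moved it by more than 1.5 times, with 6 genes without control 1, 7 without control 3, 9 without intruder 6 and 218 without control 6. Upper-quartile scaling called 50 higher and 84 lower genes. The leading index separated all 5 controls from 4 of the 5 intruder libraries in this comparison.

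Among the genes called in amygdala at 120 min, Rc3h1 (ENSMUSG00000040423) and Nufip2 (ENSMUSG00000037857) were the 2 higher genes with the smallest adjusted p. Rc3h1 reached 68.2 ± 1.45 CPM (SD, n = 5) in intruder libraries and 57.6 ± 2.59 CPM (SD, n = 5) in controls, a log2 fold change of 0.25 ± 0.036 (SE) with an edgeR adjusted p of 0.00499. Nufip2 reached 53.5 ± 3.88 CPM against 41.7 ± 2.39 CPM, a log2 fold change of 0.36 ± 0.058 and an edgeR adjusted p of 0.0076. Csf2ra (ENSMUSG00000059326) was at 25.2 ± 2.4 CPM against 33.7 ± 1.95 CPM, a log2 fold change of -0.42 ± 0.068 and an edgeR adjusted p of 0.0076. Ly6c1 (ENSMUSG00000079018), which has close paralogs, was at 16.6 ± 1.26 CPM against 27.8 ± 7.18 CPM, a log2 fold change of -0.74 ± 0.131 and an edgeR adjusted p of 0.0132. In each of these genes all 5 intruder libraries lay beyond all 5 controls, which 0.794% of groupings give by chance for a single gene. None was called with the index as a block or in a fit of the 2 groups alone, where edgeR called 0 genes. Rc3h1 was not called after correction for GC content and length, and Ly6c1 was not called when 1 of the libraries was left out.

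In hypothalamus, edgeR called 0 genes at 30 min (339 at an unadjusted p below 0.05) and 0 at 60 min (393 at an unadjusted p below 0.05), and DESeq2 and voom called 0 at both times. At 120 min edgeR called 34 genes, 4 higher and 30 lower in intruder libraries, with 2037 at an unadjusted p below 0.05. DESeq2 called 100 and voom 25. Fits of the 2 groups alone called 0, a block for replicate numbers called 6, and leaving out a library gave 19 to 53. Rgs5 (ENSMUSG00000026678) was at 49.8 ± 8.01 CPM (SD, n = 5) in intruder libraries and 82.0 ± 7.62 CPM (SD, n = 5) in controls, a log2 fold change of -0.72 ± 0.097 (SE) with an edgeR adjusted p of 0.000586. Cd34 (ENSMUSG00000016494) was at 10.5 ± 0.871 CPM against 15.2 ± 0.445 CPM, a log2 fold change of -0.54 ± 0.07 with the same edgeR adjusted p of 0.000586. Both lost their call only in the fit of the 2 groups alone, among the 15 alternatives run for each.

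The 2 higher genes of hypothalamus at 120 min with the smallest adjusted p changed less. ENSMUSG00000090739, which has no symbol, was at 32.3 ± 0.775 CPM against 28.6 ± 0.485 CPM, a log2 fold change of 0.17 ± 0.034 and an edgeR adjusted p of 0.0203. Elavl1 (ENSMUSG00000040028) was at 109 ± 3.18 CPM against 98.9 ± 2.08 CPM, a log2 fold change of 0.15 ± 0.029 and an edgeR adjusted p of 0.0255. Their calls were lost under 5 and 6 of the 15 alternatives. In all 4 named genes of this comparison the 5 intruder libraries did not overlap the 5 controls.

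**Figure D1:**
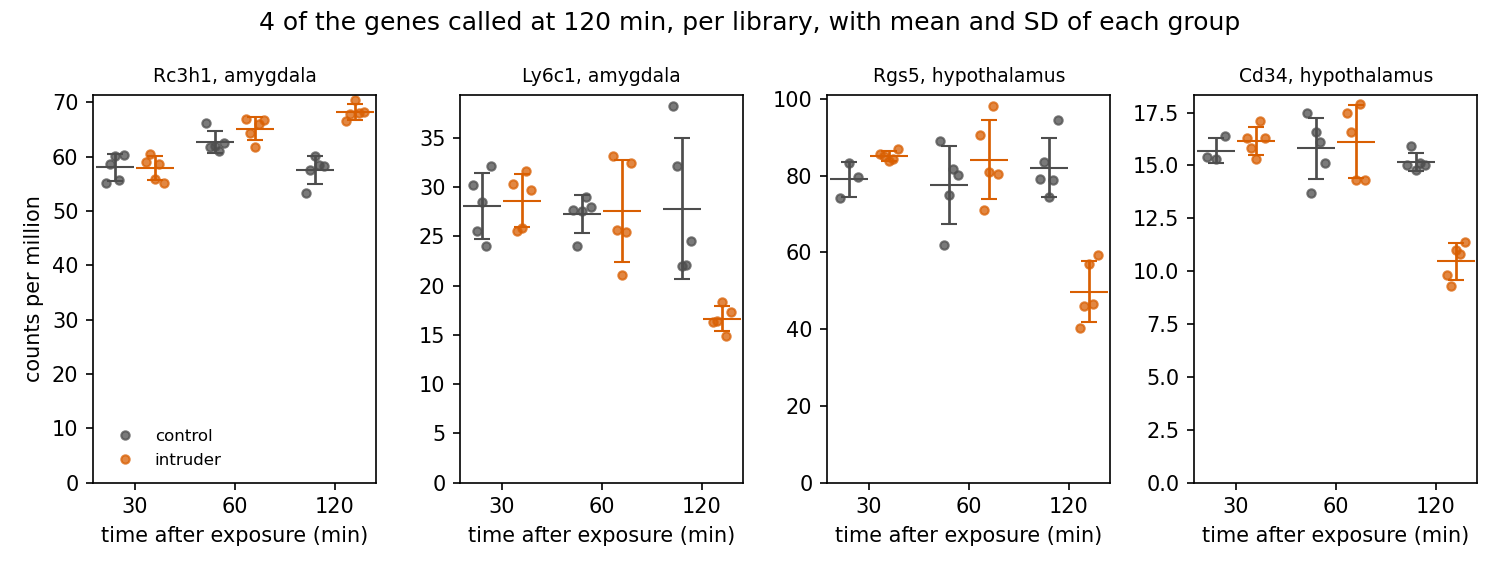
Expression in CPM (y axes, from 0) of Rc3h1 and Ly6c1 in amygdala and of Rgs5 and Cd34 in hypothalamus against the time after exposure in min (x axes), with 1 point per library and bars for the mean and SD of each group. At 120 min the intruder libraries lie beyond all controls in each panel, with mean Rgs5 at 49.8 against 82.0 CPM.

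In frontal cortex edgeR called 0 genes at 30 min (1074 at an unadjusted p below 0.05), 0 at 60 min (434) and 0 at 120 min (912), and DESeq2 and voom called 0 at each time. Leaving out intruder 2 gave 20 genes at 120 min. At that time every control carried 1 library index and every intruder library another, so a block for the index could not be fitted and index and condition cannot be told apart.

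Averaged over the 3 times, the intruder contrast gave 0 genes by edgeR in amygdala (751 at an unadjusted p below 0.05), 0 in frontal cortex (679) and 0 in hypothalamus (522). DESeq2 called 1, 0 and 2 genes in these contrasts and voom called 0 in each. A difference of the intruder effect between times was called for 0 genes in amygdala (2094 at an unadjusted p below 0.05) and 0 in frontal cortex (761) by edgeR. DESeq2 called 157 and 4 genes and voom 308 and 0 in these tests, and in amygdala leaving out the 60 min control 1 gave 60. In hypothalamus the test called 2 genes (1003 at an unadjusted p below 0.05), which were Rgs5 with an edgeR adjusted p of 0.0229 and Cd34 with 0.0272. Their log2 fold changes were 0.11 and 0.04 at 30 min, 0.12 and 0.03 at 60 min, and -0.72 and -0.54 at 120 min. Cd34 lost its call in 4 of 13 alternatives, among them the correction for GC content and length (adjusted p 0.0676), and Rgs5 in 2. The index block gave 0 genes, DESeq2 25 and voom 4, and leaving out a library gave 0 to 7, with 0 without the 60 min intruder 1.

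Whether the intruder effect differed between regions was tested at each time. The edgeR test called 0 genes at 30 min (991 at an unadjusted p below 0.05), 0 at 60 min (394) and 0 at 120 min (1098). DESeq2 called 11, 0 and 6 genes and voom 15, 1 and 0. A block for the animal left each edgeR count at 0. Leaving out a single library gave at most 1 gene at 30 min and at 120 min and 0 at 60 min. An effect called in 1 region and not in another was therefore not shown to differ between them.

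Camera called 23 of the 54 tests of gene lists, and none of these calls held under fry, whose smallest adjusted p was 0.403, or under camera with an estimated correlation, whose smallest adjusted p was 0.381. The estimated correlations were 0.258 to 0.83 in 5 of the lists and 0.023 to 0.0288 in the neuropeptides and hormone receptors. The median of the immediate-early genes was 0.22 higher (log2) in hypothalamus at 30 min, with 18 of 20 members higher and a camera adjusted p of 4.12e-10. For that list and comparison 0 members were called over all genes and 1, Btg2, adjusted over the list alone. In amygdala at 30 min 13 of 20 members were higher, with a median of 0.16, a camera adjusted p of 0.000315 and 0 members adjusted over the list alone. In frontal cortex the list median was -0.21 at 60 min (adjusted p 0.000279) and 0.14 at 120 min (adjusted p 0.00502), and in hypothalamus at 120 min it was 0.14 (adjusted p 0.00481), each with 0 members adjusted over the list alone. Immediate-early genes were called by camera in 5 of the 9 comparisons and glucocorticoid-responsive genes in 2. The latter had medians of 0.08 in frontal cortex (adjusted p 0.0319) and 0.14 in hypothalamus (adjusted p 0.00213), both at 60 min.

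Nuclear oxidative phosphorylation genes were called by camera in 7 of the 9 comparisons and ribosomal protein genes in 7, in both directions. In amygdala at 60 min all 84 tested oxidative phosphorylation genes were lower, with a median log2 fold change of -0.16 and a camera adjusted p of 1.05e-34. Of these, 0 were called over all genes and 16 adjusted over the list alone. Their median was -0.10 in frontal cortex at 30 min, 0.05 in amygdala at 30 min and 0.13 in hypothalamus at 120 min. Across genes, log2 fold changes correlated with length (Spearman) at 0.31 in amygdala at 60 min and at 0.22, -0.24 and -0.14 in these comparisons, opposite in sign to the medians. In hypothalamus at 30 min it was 0.01, with a median of -0.04. The lists were not tested after correction for GC content and length. A length trend and a response of the lists thus cannot be told apart. Ribosomal protein genes had a median of -0.14 in amygdala at 60 min, with 0 members adjusted over the list alone. Mitochondrially encoded genes were called in 2 comparisons. Neuropeptides and hormone receptors were called in 0 comparisons by camera. Adjusted over the list alone, 1 of their members, Pmch, was called in frontal cortex at 60 min and 3, Oxt, Gal and Avp, in frontal cortex at 120 min. In each of these a single library stood apart. Adjusted over the list alone, 2 glucocorticoid-responsive genes, Pdk4 and Errfi1, were called in amygdala at 120 min. At 120 min intruder 1 held 14.7 CPM of Oxt, 7.85 CPM of Avp and 4.18 CPM of Gal, while the other 5 intruder libraries held 0.12 to 0.225, 0.179 to 0.328 and 0 to 0.172 CPM. At 60 min intruder 2 held 4.75 CPM of Pmch and the other 4 intruder libraries 0.0198 to 0.224 CPM. Mean and median differed in sign, without a call, for ribosomal genes in frontal cortex at 120 min, mitochondrially encoded genes in hypothalamus at 120 min and immediate-early genes in hypothalamus at 60 min, and the camera direction followed the mean.

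Fos (ENSMUSG00000021250) at 30 min was at 48.8 ± 3.89 CPM (SD, n = 5) in intruder libraries of amygdala and 37.2 ± 1.97 CPM (SD, n = 5) in controls. Its log2 fold change was 0.39 ± 0.149 (SE) with an edgeR adjusted p of 1, and the groups did not overlap. In hypothalamus it was at 52.3 ± 12.7 CPM (SD, n = 5) against 36.1 ± 0.555 CPM (SD, n = 3), a log2 fold change of 0.54 ± 0.183 with an edgeR adjusted p of 1 and no overlap, which 3.57% of groupings give by chance. Hypothalamus at 120 min had a change of the same size, 15.7 ± 3.76 CPM (SD, n = 5) against 10.8 ± 1.91 CPM (SD, n = 5), with a log2 fold change of 0.54 ± 0.166, an edgeR p of 0.00332 (adjusted 0.246; 0.00703 unadjusted at 30 min) and overlapping groups. At 60 min its log2 fold change there was -0.07 (adjusted p 1). In amygdala the log2 fold change of Fos was -0.18 at 60 min (adjusted p 0.868) and 0.20 at 120 min (adjusted p 0.548). In frontal cortex at 30 min it was at 63.8 ± 33.8 CPM against 55.7 ± 7.78 CPM, within the spread of the libraries. The immediate-early score was 0.122 higher in intruder libraries of amygdala at 30 min, with an exact permutation p of 0.0556 (adjusted 0.844), and higher in 4 of 5 libraries than the control mean.

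**Figure D2:**
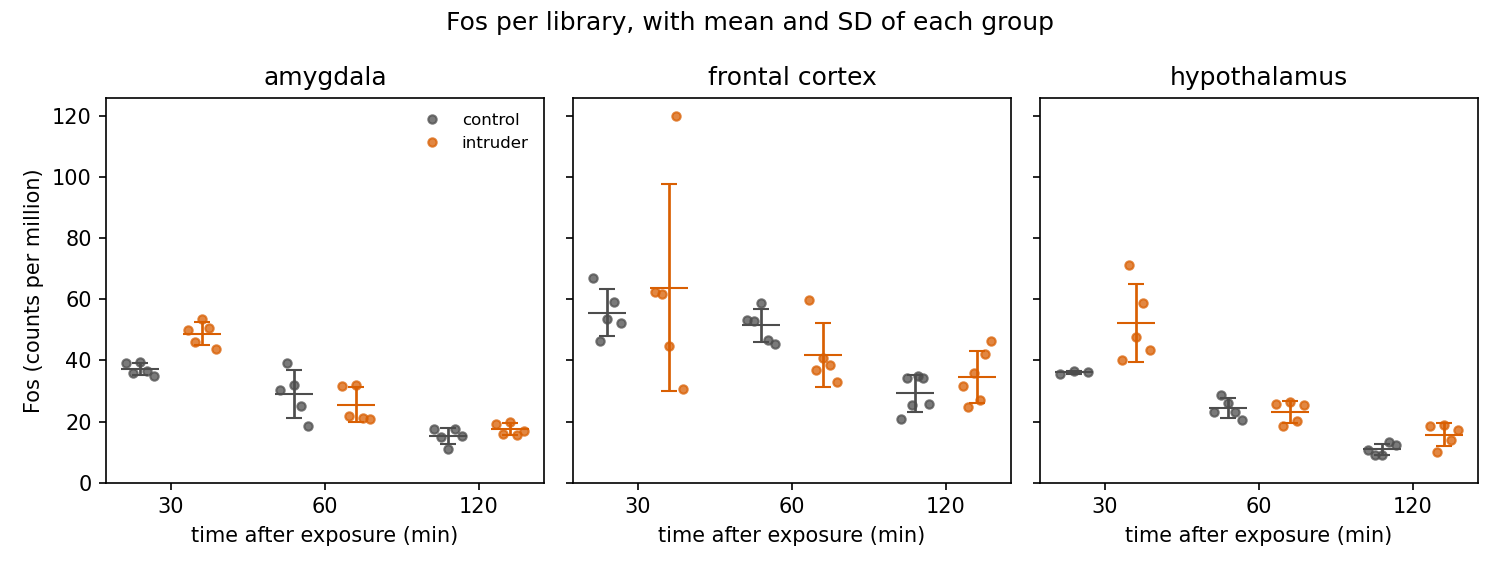
Fos in CPM (y axis, from 0) against the time after exposure in min (x axis) in 3 regions, with 1 point per library and bars for the mean and SD of each group. Control means drop from 37.2 to 15.3 in amygdala, from 55.7 to 29.2 in frontal cortex and from 36.1 to 10.8 in hypothalamus between 30 and 120 min.

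The controls served to measure change with time after the cage alone. Fos in controls of amygdala was 37.2 ± 1.97 CPM at 30 min, 29.0 ± 7.78 CPM at 60 min and 15.3 ± 2.67 CPM at 120 min, with an edgeR adjusted p of 0.000435 across the times. In hypothalamus it was 36.1 ± 0.555 CPM, 24.3 ± 3.23 CPM and 10.8 ± 1.91 CPM, with an edgeR adjusted p of 2.52e-05, and Junb (ENSMUSG00000052837) followed at 25.4, 18.2 and 10.3 CPM with the same adjusted p. Fos in frontal cortex controls was 55.7, 51.5 and 29.2 CPM, with an edgeR adjusted p of 0.00325. From 30 to 120 min the median of the 20 immediate-early genes in controls changed by -0.60 (log2) in amygdala, -0.44 in frontal cortex and -0.55 in hypothalamus, and 15, 11 and 15 of them were called adjusted over the list alone. Across the 3 times 6, 10 and 7 of them were called over all genes. The 30 min libraries carry another column tag than the later ones. Between 60 and 120 min, where the tag is the same, the medians changed by -0.41, -0.38 and -0.30.

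Over all genes, 40 differed between times in amygdala controls (1881 at an unadjusted p below 0.05), 5704 in frontal cortex controls (7514) and 32 in hypothalamus controls (1747). The amygdala count ranged from 16 to 133 when libraries were left out, and from 0 with the index block to 326 with surrogate variables. The hypothalamus count ranged from 9 to 31 when libraries were left out. Besides Fos, the gene with the smallest adjusted p in amygdala was Anp32e (ENSMUSG00000015749) at 87.0, 102 and 84.5 CPM, with an edgeR adjusted p of 0.000797. In frontal cortex these were P3h3 (ENSMUSG00000023191) at 28.2 ± 2.26 CPM, 15.6 ± 0.923 CPM and 17.7 ± 1.93 CPM, and N4bp3 (ENSMUSG00000001053) at 8.78 ± 0.782 CPM, 15.9 ± 2.32 CPM and 10.4 ± 1.07 CPM, both with an edgeR adjusted p of 1.73e-06. Fos and Anp32e in amygdala lost their call with the index block. P3h3 and N4bp3 kept theirs under all 12 alternatives run, but in frontal cortex the index block could not be fitted.

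Between pairs of times, frontal cortex controls differed in 6046 genes (30 against 60 min), 755 (30 against 120 min) and 2713 (60 against 120 min). Intruder libraries of frontal cortex differed in 7780, 3021 and 3914 genes. Of the genes called in controls, 99.2%, 97.2% and 97.2% changed in the same direction in the intruder libraries. In hypothalamus controls 19.6%, 36.6% and 34.9% of the same genes had the same direction, and in amygdala controls 46.9%, 71.6% and 72.9%. Intruder libraries of amygdala differed in 1281, 2584 and 12 genes and controls in 23, 25 and 4. Whether controls and intruder libraries changed differently with time is the interaction test, which called 0 genes in amygdala by edgeR, with 2094 at an unadjusted p below 0.05.

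**Figure D3:**
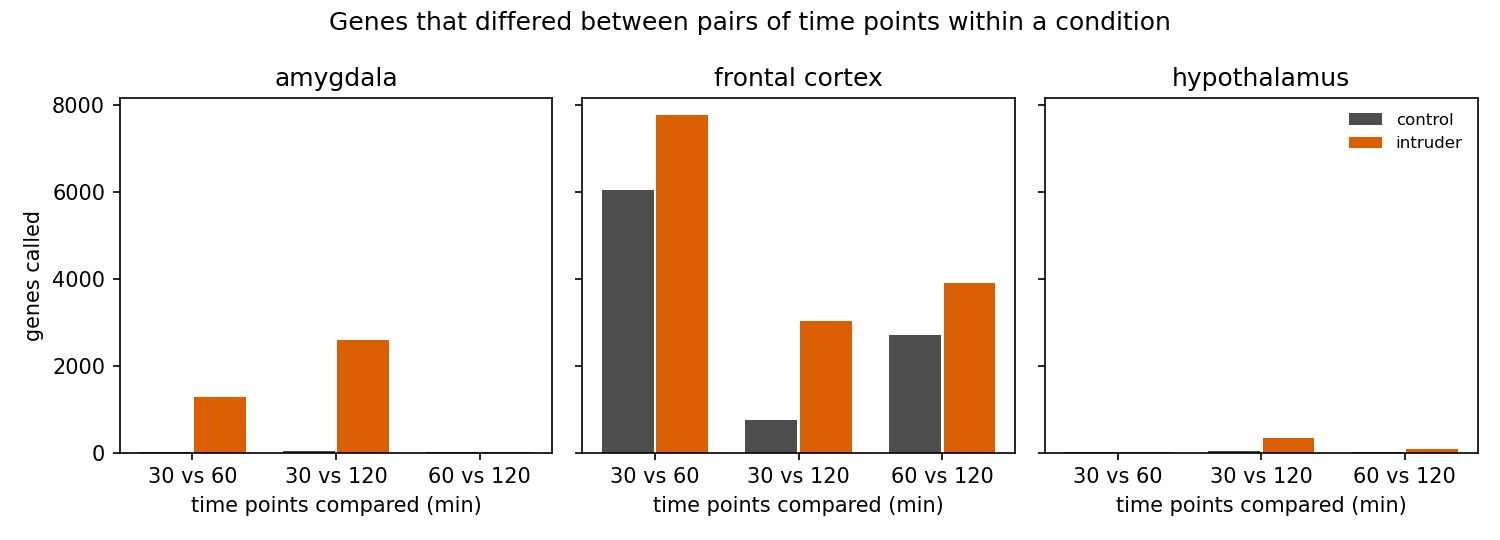
Genes called by edgeR between pairs of time points (x axis, in min) in controls and in intruder libraries of each region, as numbers of genes (y axis, from 0). Frontal cortex had the largest counts in both conditions, 6046 in controls and 7780 in intruder libraries between 30 and 60 min.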

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

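The tests of marker lists and depth and the counts over other groupings were chosen only after the results were seen, whereas leaving out libraries and the replicate and index blocks were planned. For 7 quantities, chosen after the data had been seen, the highest and lowest library of each group of at least 4 was compared with the others by Dixon's gap. Of 119 such tests, 14 values in 13 libraries lay far from their group, where chance gives about 1 in 20 groups, or about 6 values. The gap is taken within a group, so it misses a library where a second one of the group is also high, and groups of 3 were not tested. The design gives no group that would explain a single library, so no biological explanation was tested for these.

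In frontal cortex at 120 min, control 1 had 38.6 M gene reads, and the next lowest control had 49.2 M. Without this library edgeR called 0 genes at 120 min, as with it. Because 0 is compared with 0 and the group shrinks from 6 to 5, this leaves open whether its depth affected the calls.

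Choroid plexus genes lay far from the group in 2 libraries. Control 5 of amygdala at 60 min had a choroid plexus score of 4.9 (next 2.0), with Ttr at 1650 CPM where the other libraries of its group held 1.92 to 22.5 CPM. Intruder 1 of frontal cortex at 60 min had a score of 2.35 (next 1.14), with Ttr at 219 CPM against at most 16.1 CPM. In each, 10 of the 10 listed genes were highest of the group in that library, although only 4 of them exceed 5 CPM on average in amygdala and 1 in frontal cortex. Choroid plexus tissue or RNA in the library may explain both, since 10 genes of the list were highest in each. Other libraries reached similar scores without a gap in their group. In frontal cortex these were control 6 at 60 min (2.5, Ttr 299 CPM), in the same comparison and above intruder 1, intruder 1 at 120 min (2.86, Ttr 214 CPM) and control 1 at 30 min (2.45, Ttr 228 CPM). Control 4 of amygdala at 30 min (3.07, Ttr 206 CPM) and control 6 of hypothalamus at 60 min (3.13, Ttr 179 CPM) were also high. Intruder 1 of frontal cortex at 60 min also had the lowest share of mitochondrial reads, 8.31% (next 9.97%), and no explanation of that share was tested. Leaving out either library kept the count of its comparison at 0.

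Thalamus genes lay far from the group in 3 libraries. In hypothalamus at 120 min, control 6 had a thalamus score of 6.16 (next 4.53), with Prkcd at 126 CPM against at most 17.5 CPM, and 7 of 7 listed genes were highest of the group. In frontal cortex at 120 min, intruder 1 had a score of 4.87 (next 3.99), with Slc17a6 at 64.7 CPM against at most 28.2 CPM and 6 of 7 genes highest. In hypothalamus at 60 min, intruder 1 had a score of 5.04 (next 4.58), with Tcf7l2 at 40.8 CPM against at most 27.0 CPM and 6 of 7 genes highest. Thalamus tissue or RNA in the library may explain the thalamus genes of each. The list is weak evidence on its own, since 6 of its 7 genes exceed 5 CPM in each of these regions and Prkcd is also in the amygdala list. Scores above 5.04 were also held by intruder 3 (5.95) and intruder 6 (5.3) of hypothalamus at 120 min, the comparison of control 6, and by control 3 of hypothalamus at 30 min (5.47), whose group of 3 was not tested. Without control 6 the genes called in hypothalamus at 120 min were 27, against 34 with it, and the interaction test of hypothalamus called 0 genes without the 60 min intruder 1. The same frontal cortex library held 14.7 CPM of Oxt, 7.85 CPM of Avp and 4.18 CPM of Gal, and no other library of that comparison was near these values. Its hypothalamus score, whose list holds these 3 genes, was 1.55 against 0.291 to 0.46 in the others, its amygdala score 3.61 against at most 2.86, and its choroid plexus score was the highest of frontal cortex. Of the genes with at least 3 counts, 10 of 10 choroid plexus, 8 of 11 hypothalamus and 5 of 8 amygdala genes were highest of the group in it. Choroid plexus tissue or RNA in the library may thus be present besides thalamus. For hypothalamus tissue or RNA in the library and amygdala tissue or RNA in the library the share of genes was too low for a decision, and Prkcd is shared by the amygdala and thalamus lists. None of the 12 hypothalamus genes exceeds 5 CPM on average in frontal cortex.

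Pituitary genes lay far from the group in 6 libraries. Control 6 of amygdala at 60 min had a pituitary score of 0.927 (next 0.0967), with Gh at 14.6 CPM and Prl at 2.95 CPM, and 4 of the 5 genes with at least 3 counts were highest of the group. Pituitary tissue or RNA may explain this library. In the others the listed genes were too few for a decision, so pituitary RNA and other sources cannot be told apart there. These were control 2 of amygdala at 30 min (score 0.357, Gh 2.07 CPM, 3 genes highest), intruder 5 of amygdala at 30 min (0.139, Gh 0.72 CPM, 2 genes), intruder 4 of amygdala at 120 min (0.121, Gh 0.547 CPM, 2 genes), intruder 4 of hypothalamus at 120 min (0.417, Cga 3.55 CPM, 3 genes) and control 6 of frontal cortex at 120 min (0.054, Gh 0.201 CPM, 2 genes). Intruder 4 of hypothalamus at 120 min was high only among the intruder libraries, since controls 1 and 3 of that comparison had scores of 0.486 and 0.624. Without it the genes called in hypothalamus at 120 min were 26. None of the listed pituitary genes exceeds 5 CPM on average in any region, and Lhb had no identifier in the table.

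Intruder 5 of hypothalamus at 60 min had a striatum score of 3.98, with the next library at 3.79, and 6 of the 9 striatum genes were highest of the group. Control 6 at the same time had a higher score, 4.55. Ppp1r1b was at 22.6 CPM against 14.3 to 19.8 CPM. Striatum tissue and the ordinary spread of the group cannot be told apart, because 7 of these genes exceed 5 CPM in hypothalamus anyway and the excess is small.

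The intruder effect in hypothalamus differed between times for 2 genes, Rgs5 and Cd34, by the test of the interaction. Of 100 groupings of the libraries within times, 3 gave as many genes, the real one included. The count was 0 with the index block, 1 with the replicate block treating equal numbers as paired, 4 with RLE scaling, 2 after the correction for GC content and length, where Cd34 was no longer called (adjusted p 0.0676), and 0 to 7 when libraries were left out, so its exact value carries little weight. Both genes were lower in intruder libraries at 120 min and not at 30 or 60 min, and a lower share of vessel tissue in the 120 min intruder libraries may account for them. The endothelial score fell by 0.376 there (exact permutation p 0.00794), whereas at 30 and 60 min it was 0.0456 and 0.0891 higher in intruder libraries. A later response of vessel cells to the intruder, which the design names, stays open and was not tested.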

How the results depend on the processing

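The GC content and length correction and the striatum, olfactory bulb, oligodendrocyte and thalamus covariates were chosen after seeing the data, and the other alternatives were planned. Counts within 1.5 times the reported one are treated as unchanged. Where a cause is not given, the cause was not tested. The alternatives were followed for 8 genes named by the rule between conditions, and none of these reversed its direction. Genes named for tests across times were followed by adjusted p only, and other named genes were not followed.

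Scaling changed little. Under RLE, 26 of 27 results were unchanged, and the interaction in hypothalamus went from 2 to 4 genes. Upper-quartile scaling left 20 of 21 unchanged and gave 4 for the same test. For amygdala at 120 min it called 50 higher and 84 lower genes, against 51 and 42. Without a filter on low counts, where more genes are tested, amygdala at 120 min had 12 genes instead of 93, amygdala controls over time 20 instead of 40, and the hypothalamus interaction 4. The filter above 1 CPM in 5 libraries gave 4 for the interaction, 26 of 27 results being unchanged. Robust empirical Bayes left all 21 unchanged.

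DESeq2 gave more genes in 11 of 21 results. For amygdala these were 409 at 120 min, 1 averaged over time, 157 for the interaction and 196 in controls over time, where edgeR gave 93, 0, 0 and 40. For hypothalamus they were 100 at 120 min, 2 averaged, 25 for the interaction and 162 in controls over time, where edgeR gave 34, 0, 2 and 32. The frontal cortex interaction gave 4, and differences between regions gave 11 at 30 min and 6 at 120 min, where edgeR gave 0. In simulated data DESeq2 made more false calls than edgeR in each setting, 11.49% against 4.58% in amygdala at 120 min and 10.49% against 4.73% in hypothalamus at 120 min, both at 1.5-fold. Voom gave 1 gene in amygdala at 30 min, 173 at 120 min, 308 for its interaction and 100 in its controls over time. It gave 4 for the hypothalamus interaction, 131 in hypothalamus controls over time, and 15 and 1 for differences between regions at 30 and 60 min.

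With the replicate block, as if equal numbers were paired, amygdala at 120 min had 199 genes, hypothalamus at 120 min 6, the hypothalamus interaction 1, and mitochondrially encoded genes were called in 1 comparison instead of 2. The library index block gave 0 genes in amygdala at 120 min, 0 in amygdala controls over time and 0 for the hypothalamus interaction. It was not run, because it could not be fitted, for frontal cortex at 120 min, averaged, for the interaction and over time, nor for hypothalamus controls over time. It was also not run for the 3 tests between regions or the gene lists. The replicate block was not run for controls over time for the same reason. With 2 surrogate variables the amygdala interaction gave 11 genes, amygdala controls over time 326, the hypothalamus interaction 4 and hypothalamus controls over time 69. Fits of the 2 groups alone, which use fewer libraries, gave 0 in amygdala and 0 in hypothalamus at 120 min, with 7 of 9 results unchanged.

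The correction for GC content and length gave 25 genes in amygdala at 120 min and 3642 in frontal cortex controls over time, instead of 93 and 5704. With the striatum score as a covariate these were 147 in amygdala at 120 min and 124 in its controls over time. The oligodendrocyte score as a covariate gave 153 in amygdala at 120 min, and the thalamus score 37 in hypothalamus at 120 min, where the reported count is 34. The olfactory bulb covariate gave 4860 in frontal cortex controls, within 1.5 times of the reported count.

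The camera calls of the immediate-early, glucocorticoid-responsive, oxidative phosphorylation, mitochondrially encoded and ribosomal lists, in 5, 2, 7, 2 and 7 comparisons, went to 0 for each list under fry and 0 for each under an estimated correlation. These tests allow for the correlation within a list, estimated at 0.258 to 0.83. Leaving out a library gave 4 to 6, 1 to 4, 5 to 8, 1 to 3 and 6 to 8 calls, and 0 to 0 for neuropeptides.

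Leaving out 1 library at a time gave 0 to 7 genes in amygdala at 60 min (7 without control 1), 6 to 218 at 120 min, 0 to 60 for the amygdala interaction (60 without the 60 min control 1) and 16 to 133 in its controls over time. In frontal cortex it gave 0 to 20 at 120 min (20 without intruder 2), 0 to 1 for the interaction and 4168 to 5909 in controls over time. In hypothalamus it gave 19 to 53 at 120 min, 0 to 7 for the interaction and 9 to 31 in controls over time. Differences between regions gave 0 to 1 at 30 min, 0 to 0 at 60 min and 0 to 1 at 120 min. The other tests of conditions, amygdala and hypothalamus at 30 min, hypothalamus at 60 min, frontal cortex at 30 and 60 min, and the 3 averages, stayed at 0.

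Depth, spread and sample size were not compared as limits. In simulated data with the spread and depth of the libraries, edgeR recovered 81% of 200 genes changed 1.5-fold in frontal cortex at 120 min, where 0 genes were called. The simulated genes varied independently, without an index effect or variation shared across genes. The 81% would argue against many changes of that size only if the real libraries behaved so, which was not shown. Single genes changed by that much, or many by less, are not excluded. No simulation was run at 60 min or for amygdala at 30 min. Genes with few reads at this depth were removed by the filter in the reported fits. They were tested only in the alternative without a filter on low counts.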

Other observations

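In this part the tests of vessel, tissue and base-composition explanations, of agreement between regions and of other groupings were chosen only after the results were seen, while index blocks, leaving out libraries and the list tests were planned.

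Of the 34 genes called in hypothalamus at 120 min, 30 were lower in intruder libraries, among them Rgs5, Cd34, Pecam1, Abcb1a, Acta2 and Tagln, of which the last 4 were chosen after their values were seen. GC content and length, the leading index, or 1 library as the whole cause are argued against by 30 of the 34 genes still called after the correction, 16 still called with the index as a block, and at least 19 called with any library left out. Thalamus tissue in the dissection as the whole cause is argued against by 31 of the 34 genes still called with the thalamus score as a covariate. The endothelial score was 4.02 ± 0.176 (SD, n = 5) in intruder libraries and 4.40 ± 0.039 (SD, n = 5) in controls, a difference of -0.376 with an exact permutation p of 0.00794, the smallest that 5 against 5 allows, and 0.0714 after adjustment over 18 tests. The mural score differed by -0.371 with the same p. All 10 endothelial genes were lower, 1 called over all genes and 8 adjusted over the list alone, and 5 of 7 mural genes were lower, of which 2 were called. A smaller amount of vessel tissue or vessel RNA in the intruder libraries may therefore account for the lower genes. These lists were written after the calls were seen, and the 1 and 2 members that were themselves called are part of the pattern the lists are used to explain. Most of the endothelial list, 9 of 10 genes, exceeds 5 CPM in hypothalamus. The blood score differed by -0.498 (exact permutation p 0.0238, adjusted 0.844). All 5 blood genes were lower, with a median log2 fold change of -0.57, 0 called over all genes and 5 adjusted over the list alone. Less residual blood alone would lower these 5 genes but would not lower the endothelial score, which fell by 0.376.

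Whether dissection, perfusion of the tissue or a response of vessels underlies this pattern stays open. In the amygdala of the same animals the endothelial score was lower by a similar amount (-0.302), but its exact permutation p was 0.0794, so a like change there cannot be told apart from spread between 5 and 5 libraries. Of the 10 endothelial genes all were lower in amygdala too, with a median log2 fold change of -0.44 (-0.43 in hypothalamus), 0 called over all genes and 6 adjusted over the list alone. The mural score did not fall there (difference 0.0377, exact p 0.944). Of the 30 lower genes, 28 were also lower in amygdala (median log2 fold change -0.37). In frontal cortex the score was 0.0554 higher in intruder libraries (exact p 0.247) and 11 of the 30 genes were lower, which argues against a change shared by all regions. Called in both amygdala and hypothalamus at 120 min were 4 genes, Dpysl2, Ly6a, Ly6c1 and Rgs5, of which Dpysl2 and Ly6a were chosen after their values were seen. Of these, Dpysl2 was higher in intruder libraries of hypothalamus (log2 fold change 0.38), and Ly6a, Ly6c1 and Rgs5 were lower. Of 100 groupings of the hypothalamus libraries at 120 min, 5 gave at least 34 genes, the real one included, and 1 of these gave 1010. The other 3 gave 525, 50 and 48 genes. All 4 of these groupings put control 6, intruder 3 and intruder 6, the libraries with the highest thalamus scores (6.16, 5.95 and 5.3), on the same side. The controls on the less common index, 4 and 6, were on the same side in 2 of the 4, those with 1010 and 48 genes. In the grouping with 1010 genes the sides had mean thalamus scores of 5.32 and 4.44, a difference that 2 of the 100 groupings reached, and in the real grouping 4.97 and 4.78. Differences in dissection may thus give larger counts than the conditions, and which property of the libraries caused the 1010 genes was not tested. With the index as a block 29 genes were called, of which 16 were among the 34.

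For the 93 genes of amygdala at 120 min, 1 of 100 groupings, the real one, gave as many, although 9 gave as many at an unadjusted p below 0.05. The log2 fold changes correlated across genes with GC content (Spearman -0.28) and length (0.22), and genes are not independent replicates. The correction for GC content and length left 20 of the 93 genes called, which argues against such a trend as the whole cause of the 93 calls. Those 20 were picked by the same fit, so it is no separate test of them. For the 73 genes lost, a base-composition trend and a response to the intruder cannot be told apart. With the index as a block 0 genes were called, but 1 intruder library alone shared the index of the controls, so index and condition cannot be told apart either. All 9 striatum genes (median log2 fold change 0.57) and all 8 oligodendrocyte genes (median 0.42, score difference 0.46, exact p 0.159) were higher in intruder libraries. Striatum in the dissection as the whole cause is argued against by 89 of the 93 genes being called with the striatum score as a covariate, and oligodendrocyte content as the whole cause by 80 of the 93 with the oligodendrocyte score. Shares of other cell types were not tried as covariates. That 1 library caused all calls is argued against by the lowest count of 6 with a library left out, but that count is far below 93.

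Frontal cortex controls differed between times in 5704 genes, and 1 of 100 groupings, the real one, gave as many. The largest count of another grouping was 3453. The column tag that sets the 30 min libraries apart cannot be the whole cause, because 2713 genes differed between 60 and 120 min, which share a tag. After correction for GC content and length 2759 of the genes were still called, and 4669 were with the olfactory bulb score as a covariate. The log2 fold changes between times correlated across genes with GC content and length. Spearman values were -0.34 and 0.43 for 30 against 60 min, -0.28 and 0.17 for 30 against 120 min, and 0.24 and -0.47 for 60 against 120 min. Reads without a feature averaged 11.6%, 9.32% and 10.2% in controls at 30, 60 and 120 min. Shares of reads were not tested between times. The olfactory bulb score ranged from 1.7 to 3.62 in frontal cortex. The leading index as the whole cause is argued against by 1515 genes that differed between 2 controls at 60 min and 6 intruder libraries at 120 min on 1 index, although condition differed there as well. Those 2 controls and the other 3 controls at 60 min differed in 0 genes. A difference between animals of the times that acts in the same direction in all regions is argued against by the hypothalamus. There 19.6%, 36.6% and 34.9% of the genes changed in the same direction (30 against 60, 30 against 120 and 60 against 120 min). Most changed in the opposite direction, so a factor that acts oppositely on the regions is not excluded. Amygdala controls had the same direction for 46.9%, 71.6% and 72.9%, so a difference shared with amygdala stays open. A difference in dissection, in handling by day, or a change with time since the cage stays open, since each time was a separate set of animals. For the genes lost after the correction, a trend with GC content and length stays open as well.

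The drop of Fos in controls was also seen between 60 and 120 min, with edgeR adjusted p of 0.0168 in amygdala (log2 fold change -0.92), 0.0163 in frontal cortex (-0.81) and 0.00287 in hypothalamus (-1.17). The column tag of the 30 min libraries is therefore not the whole cause. For genes that differ between times in controls, 3 of 100 groupings gave at least the 40 genes of amygdala and 7 of 100 at least the 32 of hypothalamus. A response of all residents to the cage and handling that fades with time is a hypothesis. The design cannot part it from differences between the sets of animals. The leading index also stays open for the drop of Fos. With the index as a block Fos lost its call across times in amygdala controls (edgeR adjusted p 0.898). In frontal cortex and hypothalamus controls that block could not be fitted.

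Camera calls of gene lists were common in other groupings as well. As many calls as in the real one came from 34 of 100 groupings for immediate-early genes, 90 for glucocorticoid-responsive genes, 100 for neuropeptides and hormone receptors, 48 for nuclear oxidative phosphorylation genes, 92 for mitochondrially encoded genes and 46 for ribosomal protein genes. The groupings were drawn for each region apart. For hypothalamus at 30 min, where 18 of 20 immediate-early genes were higher in intruder libraries, the exact permutation p of the list score was 0.143, so a response to the intruder and spread between 5 and 3 libraries cannot be told apart.

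Where edgeR called 0 genes, every grouping gave as many by definition, 56 of 56 for hypothalamus at 30 min and for the test between regions at 30 min, and 100 of 100 for the other tests with 0 genes. Other groupings of amygdala at 60 min reached 2492 genes and of frontal cortex at 60 min 2381, so libraries of a group could differ by more than the conditions did. This large spread within groups was not traced to a cause.

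Intruder effects at 120 min correlated across genes between amygdala and frontal cortex (r 0.41), and 6 of 126 groupings of the 10 animals gave as large an r. The adjusted p over the 9 comparisons of regions was 0.429, so a response shared by the regions of the same animals cannot be told apart from chance. Between amygdala and hypothalamus r was 0.27, and 44 of 126 groupings gave as large an r.

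Intruder 4 of amygdala at 60 min held Cbln3 at 37.8 CPM, against at most 0.802 CPM in its group, and Gabra6 at 25.9 CPM, against at most 0.065 CPM. All 8 genes of the cerebellum list were highest of the group in this library, and 3 of them exceed 5 CPM on average in amygdala. Cbln3 was put on the list after its value had been seen. Cerebellum tissue or RNA in the library may explain these values. A smaller excess of Cbln3, 6.16 CPM, was in intruder 6 of hypothalamus at 120 min. Control 6 of hypothalamus at 60 min held Gh at 15.4 CPM, against at most 0.477 CPM, and Prl at 2.81 CPM, against at most 0.106 CPM. Of the 3 pituitary genes with at least 3 counts, 2 were highest in it. This was the animal whose amygdala library also held Gh and Prl. Both libraries were picked after their values were seen, and pituitary RNA in the hypothalamus library cannot be told apart from other sources with so few genes.

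Scores of the remaining lists were as follows. The oligodendrocyte score ranged from 6.84 to 8.6 in amygdala, 7.16 to 8.66 in frontal cortex and 8.24 to 8.92 in hypothalamus. The score of the male genes was 4.74 to 5.49 over all libraries, and that of the female gene 0 to 0.3. The striatum score ranged from 4.02 to 7.56 in amygdala, 3.57 to 6.7 in frontal cortex and 3.57 to 4.55 in hypothalamus. The blood score ranged from 3.1 to 4.78 in amygdala, 3.33 to 4.63 in frontal cortex and 2.89 to 4.39 in hypothalamus.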
